A study of Mus musculus with 4 samples. Its data were reported in "Impaired nitrogenous waste clearance promotes hepatocellular carcinoma" (2026).

How the data were processed

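Single-nucleus RNA-seq counts how many molecules of each gene's RNA, each marked by a unique molecular identifier (UMI), were captured in each nucleus. The series holds 4 libraries of mouse liver nuclei, 1 library for each group. The groups were taken from the sample labels: chow diet (CD) control, CD oncogene, low-protein diet (LPD) control and LPD oncogene. Per the labels and the study's methods, each diet began 1 week before plasmids were injected through the tail vein and was continued until 2 weeks after the injection. The injection delivered human c-MET and β-catenin (the CTNNB1 gene) with a Sleeping Beauty transposase, which inserts them into the genome of hepatocytes, and by their labels the controls received a vector without them.

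The authors deposited, for each library, UMI counts per gene and nucleus barcode, which were not normalized. Per the file headers, these counts were made with Cell Ranger 9.0.1. The study's methods state that reads were aligned to the mouse genome mm10 with the human genes c-MET and CTNNB1 added. The 4 libraries share 32287 features, of which 32285 are mouse genes and 2 are the human transgenes. Whether reads in introns were counted is not stated. The deposited matrices held 44010 barcodes, and nuclei above the study's mitochondrial limit were still in them, so the study's filter was applied here.

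Nuclei were kept when they had 200 to 7000 detected genes and at most 21% of their UMIs from mitochondrial genes. This left 42877 nuclei. Counts were log-normalized to a total of 10000 UMIs per nucleus, 5000 variable genes were selected by their variance standardized for the mean, and 50 principal components were computed. Differences between libraries were corrected in these components with an implementation of the Harmony algorithm written in numpy. Then 23 components, 20 neighbours and Louvain clustering at resolution 0.4 gave the clusters of all nuclei, as in the study's methods. Hepatocyte nuclei were clustered again with 18 components at resolution 1. The transgenes, Glul, Cps1, Otc, Ass1, Asl, Arg1, Lgr5, Axin2, Pck1, Hal, Igfbp2 and Cyp1a2 were left out of this clustering, so that they were free to be compared between the clusters.

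Clusters were named from marker lists fixed beforehand. A class needed at least 3 markers and no fewer than 50% of its list raised at least 3-fold over all other nuclei, and clusters with markers of another class and at least 75% of the hepatocyte marker level were removed as doublets. Clusters with all 8 proliferation genes raised were named as proliferating before this rule was applied, and were kept although 1 of them met it. A hepatocyte cluster was called pericentral-like when at least 6 of 11 pericentral markers were at least 2-fold higher there, and transgene-rich when it held at least 10 nuclei with a transgene UMI at a share at least 3-fold above that of all hepatocytes. Hepatocyte clusters with a median depth under 1 in 3 of that of their library, and with none of the markers among their leading genes, stayed unnamed. Scrublet, run with scanpy 1.11.5 on each library, marked under 0.5% of nuclei by its automatic threshold in 3 of the 4 libraries and therefore did not work. Removal of the 8% of nuclei with the highest scores in every library was used as an alternative in its place. The thresholds for naming clusters were not part of the fixed design and were set once the counts were available.

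UMIs were summed over the hepatocyte nuclei of a library and scaled to the usual common total (CPM) by the summed UMIs of all mouse genes. The UCE sum is the sum over the 5 urea cycle enzymes (UCEs). Ratios are log2 ratios of CPM. With 1 library per group there is no test, no p-value and no standard error. Shares carry exact binomial (Clopper-Pearson) 95% intervals, and sums and their ratios carry exact Poisson or conditional 95% intervals. All of these cover counting error only, not the differences between mice. The intervals of sums and ratios treat all UMIs as independent, so they also leave out variation between nuclei. A share of 0 is given with the upper limit set by 3 counts. Where shares were compared at equal depth, each nucleus was thinned to 1000 UMIs and shallower nuclei were left out.

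The genes named from all genes followed a fixed rule: among mouse genes outside the mitochondrial genome with at least 100 summed UMIs and at least 20 CPM in 1 of the sets, the 5 highest and 5 lowest by log2((CPM + 5)/(CPM + 5)). For the diet contrast, genes were ranked by the smallest change over the 4 pairs of an LPD with a CD library. The 14 gene lists were given as the median log2 ratio, with a pseudocount of 5 CPM, of their genes with at least 20 CPM and at least 50 UMIs. Beside each median stands its percentile among 10000 random lists of the same size matched on mean expression in 20 bins, which describes these libraries and is not a test. Groups, tests, markers, gene lists, the naming rule and most alternatives were fixed before the data were examined.

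The alternatives were a stricter filter of nuclei (at least 500 genes and at most 5% mitochondrial UMIs), removal of nuclei by Scrublet score, no correction for library, other clustering resolutions (0.8 for all nuclei, 0.5 and 2 for hepatocytes), placing each nucleus by its own zonation markers (at least 80% pericentral among at least 5 marker UMIs), clustering with the left-out genes kept, CPM without mitochondrial and the 50 most abundant genes, edgeR 4.0.16 TMM factors, the mean over nuclei of each nucleus's own CPM, thinning, other transgene thresholds, positive against negative nuclei within pericentral-like or within other hepatocyte nuclei, a list minimum of 5 CPM, a pseudocount of 1 CPM, and nuclei with at most 0.2% or 1% mitochondrial UMIs. A value was said to have moved when it left its own 95% interval, or for the diet lists the range over the 4 pairs. A difference between diets was singled out when the oncogene against control change lay outside its 95% counting interval in each diet, with opposite signs.

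Positions are from GENCODE M21 on GRCm38, the assembly also called mm10, matched by Ensembl identifier. Of the 32285 mouse identifiers, 32235 (99.8%) were found there. The ranking and list steps were tested on Poisson counts simulated from the pooled composition of the libraries, at the depths of the libraries labelled LPD control and CD control, with 200 of 6449 genes changed. All of the changed genes were recovered (100%), with a median absolute error of 0.04 (log2), and 4 of 100 unchanged lists fell outside the middle 95% of random lists. Every simulated change was larger than the limit for recovery, and no variation between nuclei or mice was simulated. The recovery therefore checks the calculation and does not measure how well changes are found in these libraries. The Harmony code was tested on 2 simulated types in 2 batches, where it reduced the gap between batches from 2.98 to 0.237 and placed 99.9% of nuclei in the right cluster. Both types were present in both batches. Whether the correction merges a population found in only 1 library with nuclei of other libraries was therefore not tested. Analyses used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, statsmodels 0.14.6, igraph 0.11.9 and matplotlib 3.10.9.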

Results

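To examine how dietary protein changes hepatocytes that express c-MET and β-catenin, the study profiled liver nuclei from mice on CD or LPD, with or without injection of the oncogenes. Each of the 4 groups was represented by 1 library, so no difference below has a replicate check, and all intervals are 95% intervals that cover counting error only. The library labelled CD control held 11063 barcodes and 56514058 UMIs. The one labelled CD oncogene held 13014 barcodes and 62869348 UMIs. The LPD libraries were shallower, with 9826 barcodes and 23260800 UMIs under the label LPD control and 10107 barcodes and 23172463 UMIs under the label LPD oncogene. After filtering, 10397, 12552, 9825 and 10103 nuclei were left in the same order, with a median of 3807, 3294, 1962 and 1762 UMIs per nucleus. The median mitochondrial share of UMIs was 2.42% and 0.983% in the CD libraries and 0.09997% and 0.127% in the LPD libraries. Depth and mitochondrial share thus separated the CD from the LPD libraries in the way the diet did, and neither can be told apart from diet here. Ddx3y, a gene of the Y chromosome, was at 96.5 to 116 CPM in the 4 libraries and Xist, which is expressed in female cells, was below 1 CPM in each, so all 4 libraries were from male livers.

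The transgenes were examined first, because they check the injection labels. The library labelled CD control held 100 transgene UMIs (25 of human MET and 75 of human CTNNB1), or 1.89 CPM (1.54 to 2.30). The library labelled CD oncogene held 0 transgene UMIs among 61264140 mouse UMIs, which allows up to 0.0490 CPM. Under the label LPD control the count was also 0, which allows up to 0.129 CPM, and under the label LPD oncogene it was 6, or 0.259 CPM (0.0951 to 0.564). Among hepatocyte nuclei, 86 of 7966 (1.08%, 0.864 to 1.33) had a transgene UMI in the library labelled CD control. The corresponding count in the library labelled CD oncogene was 0 of 9648, which allows a share of up to 0.0311%. It was 0 of 7751 in the library labelled LPD control (up to 0.0387%) and 6 of 6825 (0.0879%, 0.0323 to 0.191) in the one labelled LPD oncogene. The transgenes therefore went against the labels of the CD pair. The groups are kept as labelled below, and every direction drawn between the CD libraries, or between the diets within an injection label, depends on which label is right.

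Nuclei of other cell types served as background. In the library labelled CD control, 1 of 2085 such nuclei (0.0480%) had a transgene UMI, at a median depth of 1226 UMIs against 4784 in hepatocyte nuclei. In the library labelled LPD oncogene the count was 0 of 2874, which allows up to 0.104%, so these shallower nuclei set no background below the share in its hepatocytes. The hepatocyte nuclei of the library labelled LPD control, of which none was positive, had nearly the same median depth (2242 against 2278 UMIs). The transgene share depended on depth: after thinning to 1000 UMIs, 18 of 7368 hepatocyte nuclei (0.244%) of the library labelled CD control were positive and none of the other libraries had a positive nucleus. The threshold that moved the share most was a minimum of 2 transgene UMIs per nucleus, which gave 0.113%.

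**Figure D1:**
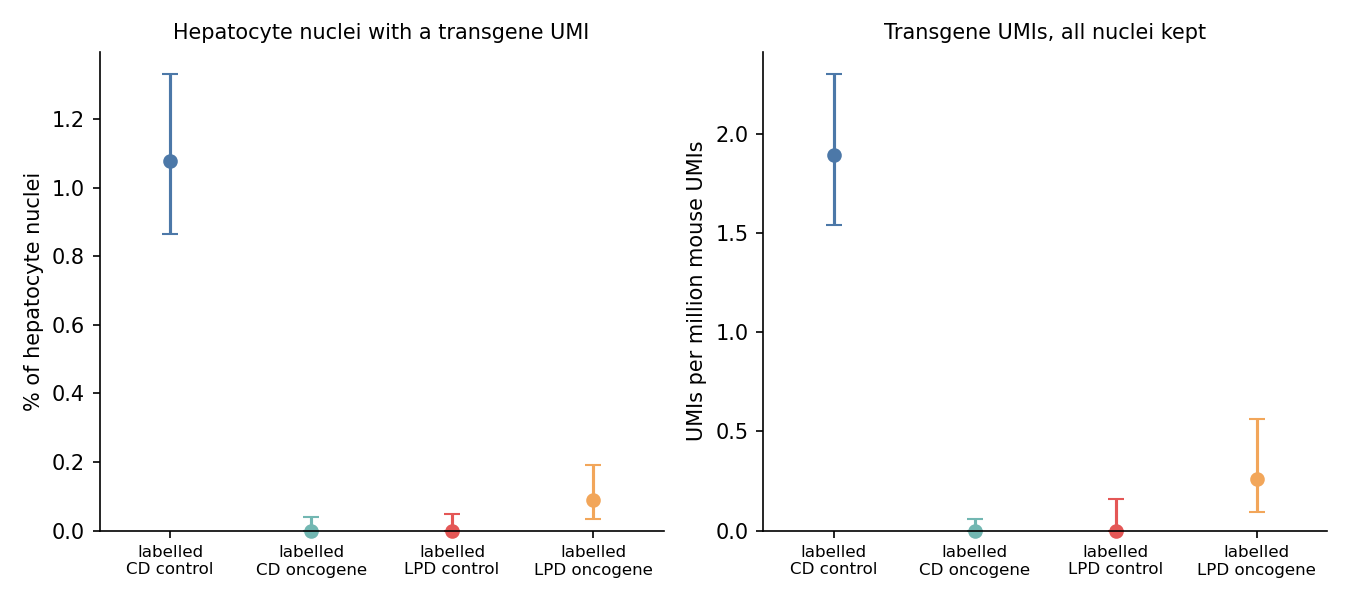
Left, share of hepatocyte nuclei with at least 1 UMI of either transgene, in %; right, transgene UMIs over all nuclei kept, in CPM of mouse UMIs. Each point is 1 library as labelled and bars are exact 95% counting intervals; the library labelled CD control lies at 1.08% and 1.89 CPM, and the one labelled CD oncogene at 0.

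Clustering of all nuclei gave 20 clusters. After removal of 3 clusters as doublets, the rest fell into 11 cell classes, and 32190 of 41732 nuclei (77.1%) were hepatocyte-like. The hepatocyte share was 78.9% (78.1 to 79.7) and 78.8% (78.1 to 79.5) in the libraries labelled CD control and CD oncogene. It was 80.8% (79.95 to 81.54) under the label LPD control and 69.7% (68.8 to 70.6) under LPD oncogene. The alternative that moved a hepatocyte share most was clustering without correction for library, which gave 73.9% in the library labelled CD oncogene. The lower share under the label LPD oncogene came with 7.89% Kupffer-like nuclei (7.37 to 8.44), against 1.53% and 2.10% in the libraries labelled CD control and CD oncogene and 3.24% under the label LPD control. Sinusoidal endothelial-like nuclei made up 5.50%, 3.94%, 5.45% and 8.98% of the libraries in the order CD control, CD oncogene, LPD control and LPD oncogene. In the same order, stellate-like nuclei made up 3.63%, 4.91%, 3.57% and 1.75%, B-like nuclei 3.74%, 1.32%, 1.53% and 2.91%, and T or NK-like nuclei 2.34%, 3.91%, 1.5003% and 3.26%.

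**Figure D2:**
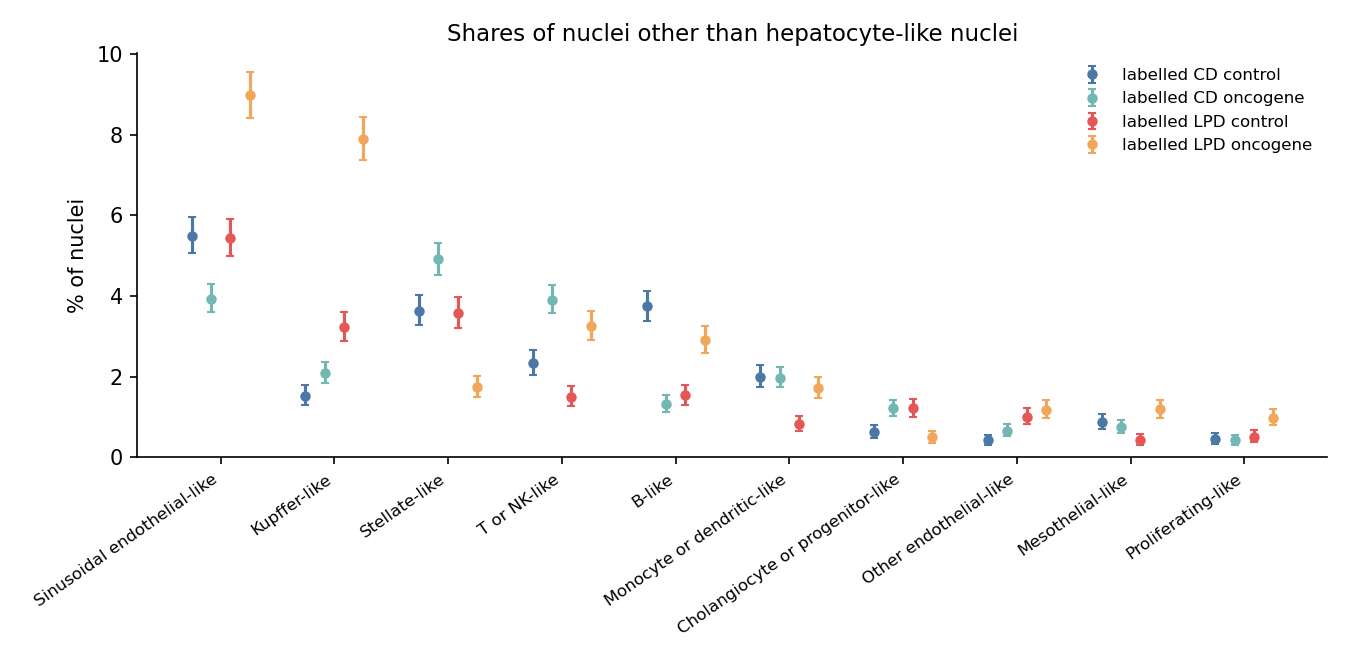
Shares of nuclei in the classes other than hepatocyte-like nuclei, in % of all nuclei left after doublet clusters were removed. Points are the 4 libraries as labelled and bars are exact 95% counting intervals; Kupffer-like nuclei reach 7.89% in the library labelled LPD oncogene.

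The hepatocyte nuclei were clustered again to place oncogene-expressing hepatocytes beside the zones of the liver lobule. Zone 3 hepatocytes lie around the central vein and express Glul, and zone 1/2 hepatocytes hold most of the UCEs. Of 15 hepatocyte clusters, 1 met the rule for pericentral-like nuclei. It held 9.43% (8.79 to 10.1) of hepatocyte nuclei under the label CD control, 4.98% (4.55 to 5.43) under CD oncogene, 5.88% (5.37 to 6.43) under LPD control and 6.71% (6.13 to 7.33) under LPD oncogene. These shares depended strongly on the method. Placing each nucleus by its own zonation markers gave 46.1%, 21.9%, 23.6% and 34.99% in the same order of libraries, and clustering without correction for library gave 23.7%, 0.0207%, 3.999% and 0%. The cluster also held 60 of the 86 transgene-positive nuclei (69.8%, 58.9 to 79.2) of the library labelled CD control, and 60 of its 751 nuclei from that library (7.99%) were positive. In the other hepatocyte clusters of that library, 26 of 6920 nuclei (0.376%) were positive. Under the label LPD oncogene, 1 of 458 nuclei of the pericentral-like cluster (0.218%, 0.00553 to 1.21) was positive. In its other named clusters 5 of 6352 nuclei (0.0787%, 0.0256 to 0.184) were positive. These intervals overlap, so the counts do not place the positive nuclei of the library labelled LPD oncogene. Low-depth clusters left unnamed held 3.70%, 6.23%, 0.116% and 0.220% of hepatocyte nuclei in the 4 libraries.

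To ask how oncogenes and diet change ammonia handling, the UCEs and Glul were summed over all hepatocyte nuclei. These genes are Cps1 (ENSMUSG00000025991, chromosome 1, 67123026 to 67231259), Otc (ENSMUSG00000031173, chromosome X, 10252305 to 10321024), Ass1 (ENSMUSG00000076441, chromosome 2, 31470207 to 31520672), Asl (ENSMUSG00000025533, chromosome 5, 130011258 to 130029247), Arg1 (ENSMUSG00000019987, chromosome 10, 24915221 to 24927484) and Glul (ENSMUSG00000026473, chromosome 1, 153899944 to 153909723), all protein-coding, with positions on GRCm38. The UCE sum was 2971 CPM (2956 to 2987) under the label CD control and 6140 CPM (6119 to 6161) under CD oncogene. It was 6514 CPM (6479 to 6549) under LPD control and 4650 CPM (4620 to 4681) under LPD oncogene. Glul was at 363 CPM (357 to 368), 71.3 CPM (69.0 to 73.5), 146 CPM (141 to 151) and 217 CPM (211 to 224) in the same order.

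As labelled, the log2 ratio of oncogene over control in the UCE sum was 1.05 (1.04 to 1.06) on CD and -0.49 (-0.50 to -0.47) on LPD. For Glul it was -2.35 (-2.40 to -2.30) on CD and 0.58 (0.51 to 0.64) on LPD. Among the UCEs, each of the 5 genes was higher under the label CD oncogene than under CD control, by 0.59 (Arg1) to 1.52 (Asl), and each was lower under LPD oncogene than under LPD control, from -0.28 (Cps1) to -1.40 (Otc). On CD, the stricter filter of nuclei moved Glul most, to -2.70, and TMM factors moved the UCE sum most, to 1.19. On LPD, the mean of each nucleus's own CPM moved Glul most, to 0.49, and TMM factors the UCE sum, to -0.50. Of the zonation genes that the study used, the periportal genes followed the UCEs: Pck1 had a log2 ratio of 4.10 on CD and -1.02 on LPD, Hal of 0.84 and -1.87, Igfbp2 of 1.33 and -1.03, and Cyp2f2 of 0.42 and -0.46. Cyp2e1 (-0.57 and 0.12) and Lgr5 (-0.82 and 0.14) followed Glul. Axin2 (-1.95 and -0.73) and Cyp1a2 (-2.03 and -0.53) were lower under the oncogene label in both diets. The CD difference was also present within hepatocyte groups, given here for the labels CD control and CD oncogene. The UCE sum was 518 and 3838 CPM in pericentral-like nuclei and 3378 and 6392 CPM in the other named clusters. Pck1 was at 10.1 and 685 CPM, and at 84.6 and 1331 CPM. Different shares of these groups therefore do not account for it alone. Nor do nuclei with a captured transgene UMI, which made up 0.376% of the other named clusters under CD control.

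Between the diets, the median log2 ratio of LPD over CD across 7238 genes was 0.23 for the oncogene labels and 0.16 for the control labels, and TMM factors brought it to -0.01 and 0.05. Changes smaller than this shift are not interpretable as changes of a gene. The UCE sum had a log2 ratio of -0.40 for the oncogene labels and 1.13 for the control labels. Glul had 1.61 and -1.31. These directions depend on the CD labels. By the CPM above, with these exchanged, the UCE sum would be higher in LPD for the oncogene labels and nearly equal for the control labels, and Glul would change sign for both. Arg1 had 0.19 for the oncogene labels, within that shift, and its sign changed under TMM factors (-0.08).

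**Figure D3:**
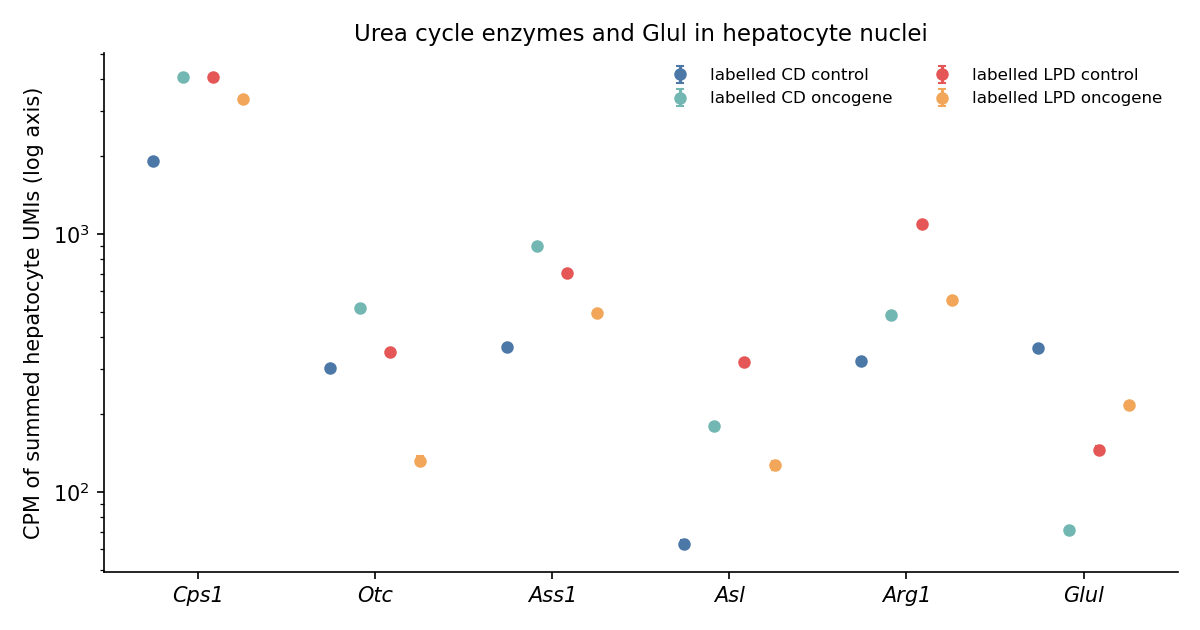
CPM of the 5 UCEs and Glul in the summed UMIs of hepatocyte nuclei, on a log axis, for the 4 libraries as labelled. Bars are exact 95% counting intervals, mostly smaller than the points; in the CD pair, Glul is at 363 CPM under the label control and 71.3 CPM under the label oncogene.

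The 86 transgene-positive hepatocyte nuclei of the library labelled CD control were compared with the 7880 negative nuclei of that library. In this comparison within 1 library, labels and diet play no part. The other libraries had fewer than 10 positive nuclei. Positive nuclei were deeper (median 7338 UMIs against 4756), and negative nuclei can include oncogene-expressing nuclei whose transgene UMIs were not captured. Glul was at 1962 CPM (1867 to 2061) in positive and 334 CPM (329 to 340) in negative nuclei, a log2 ratio of 2.55 (2.48 to 2.63). The UCE sum was at 640 CPM (586 to 698) and 3013 CPM (2997 to 3029), a log2 ratio of -2.23 (-2.36 to -2.11). All 5 UCEs were lower in positive nuclei, with log2 ratios of -2.38 for Cps1, -1.36 for Otc, -2.47 for Ass1, -1.44 for Asl and -2.56 for Arg1. Of the 86 positive nuclei, 60 lay in the pericentral-like cluster. In a comparison added after the results were seen, positive over negative nuclei within that cluster had log2 ratios of 0.08 (0.00314 to 0.16) for Glul and -0.09 (-0.26 to 0.07) for the UCE sum. Outside it, where 26 nuclei were positive, the ratios were 3.71 (3.48 to 3.94) and -1.38 (-1.59 to -1.18). The cluster is defined by zone 3 expression, which the oncogenes can themselves raise, so this split does not separate an effect of the oncogenes from zone. Restriction to the cluster moved the UCE sum and Glul more than any other alternative. A minimum of 2 transgene UMIs, which left fewer than 10 positive nuclei, gave -3.44 for the UCE sum. The stricter filter of nuclei gave 2.00 for Glul.

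Over all hepatocyte nuclei of that library, zonation genes divided accordingly. Cyp2e1 (log2 ratio 1.22), Cyp1a2 (1.46), Lgr5 (2.11) and Axin2 (2.13) were higher in positive nuclei. Pck1 (-2.93), Cyp2f2 (-2.64), Hal (-3.43) and Igfbp2 (-1.77) were lower. Within the pericentral-like cluster, of these only Cyp2e1 (0.11, 0.04 to 0.18) and Hal (-2.01, -3.47 to -0.86) differed beyond counting error. The genes and lists named next were ranked over all hepatocyte nuclei of that library. Of 6622 genes ranked, the 5 highest in positive nuclei were Slc1a2 (2.56; ENSMUSG00000005089, chromosome 2, 102658659 to 102790784), Glul (2.54 with the pseudocount), Kif26b (2.37; ENSMUSG00000026494, chromosome 1, 178529125 to 178939200), Rapgef4os1 (2.35; ENSMUSG00000085439, chromosome 2, 72097603 to 72148796) and Oat (2.22; ENSMUSG00000030934, chromosome 7, 132557478 to 132576398). Rapgef4os1 is annotated as antisense, and reads of the opposite strand can be counted there if strand was not used. The 5 lowest were Grm8 (-3.67; ENSMUSG00000024211, chromosome 6, 27275119 to 28135178), Gm12718 (-3.63; ENSMUSG00000086136, chromosome 4, 103382500 to 103492040), Sfxn1 (-3.26; ENSMUSG00000021474, chromosome 13, 54071869 to 54108342), Wsb1 (-3.22; ENSMUSG00000017677, chromosome 11, 79239372 to 79254671) and Hal (-3.20 with the pseudocount; ENSMUSG00000020017, chromosome 10, 93488768 to 93519304). Grm8 and Gm12718 rest on 3 UMIs each in positive nuclei.

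Of the gene lists, the Wnt target list had a median log2 ratio of 1.4998 in positive over negative nuclei, at the 100th percentile of matched random lists. The lists of P450 genes (0.54) and of fatty acid oxidation (0.37) were also at the 100th percentile. Acute phase (-0.57), ribosomal protein (-0.38), oxidative phosphorylation (-0.35) and amino acid catabolism (-0.15) were at percentile 0, and cholesterol synthesis (-0.21) was at 0.04. Fatty acid synthesis was at -0.09 (percentile 2.24). The lists of insulin response (0.09), amino acid deprivation response (0.02), circadian clock (-0.03), glycolysis and gluconeogenesis (-0.04) and pyrimidine synthesis (-0.05) lay between percentiles 10.9 and 62.9. The median of all genes was 0.05. Positive nuclei were deeper (median 7338 UMIs against 4756), and the lists were not compared at equal depth. An unnamed low-depth cluster with ribosomal protein genes among its leading genes held 249 nuclei of that library. It had 0 nuclei with a transgene UMI. A part of the list differences, such as the lower ribosomal protein list, can therefore come from depth.

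**Figure D4:**
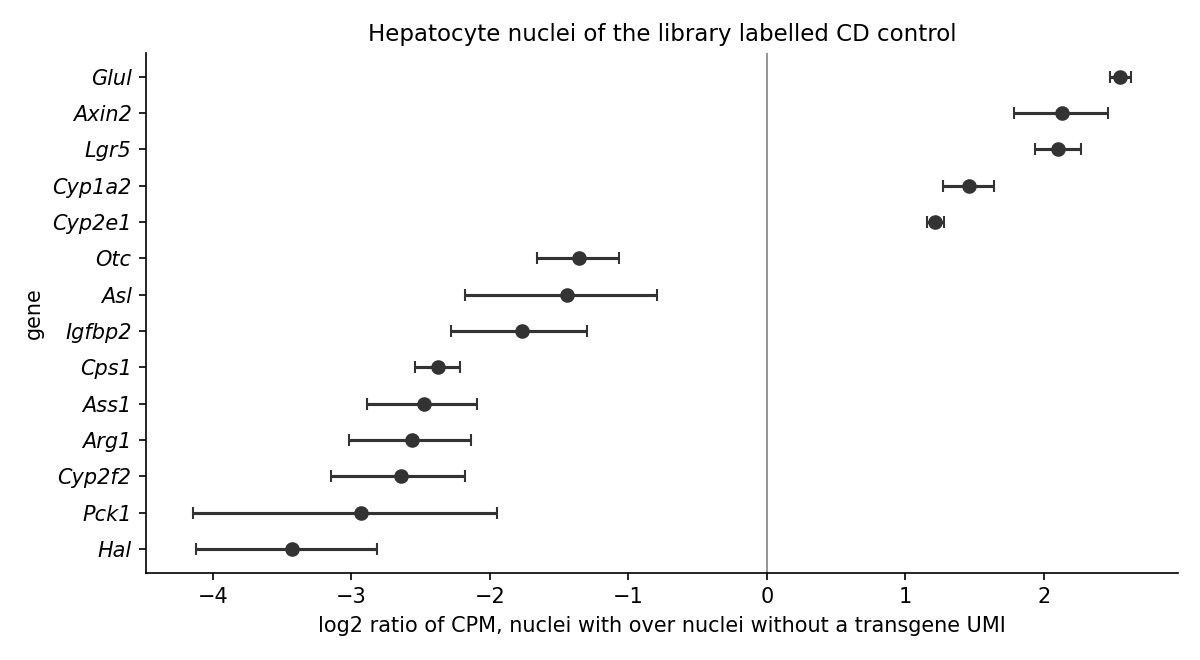
Log2 ratio of CPM of transgene-positive over transgene-negative hepatocyte nuclei in the library labelled CD control, for 14 genes. Points are ratios of summed UMIs and bars are exact 95% counting intervals; Glul is at 2.55 and the 5 UCEs lie between -2.56 and -1.36.

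The study compared oncogene-expressing with zone 3 hepatocytes. In the clustering used here both fell into the same cluster, so this comparison had no separate sets. Clustering without correction for library gave a transgene-rich cluster of 1043 nuclei, all from the library labelled CD control, with 75 of the 86 positive nuclei (87.2%). Because it is a cluster of 1 library, differences of that library are part of it. Against the 845 pericentral-like nuclei of that library, which were shallower (median 955 UMIs against 5683), Glul had a log2 ratio of 1.82 (1.69 to 1.95) and the UCE sum of -1.24 (-1.33 to -1.15). A finer clustering at resolution 2, added after the data were seen, split 935 from 45 nuclei and gave the opposite signs, -0.31 for Glul and 0.63 for the UCE sum. The direction of this comparison thus depended on the clustering. At resolution 2 the same clusters also differed in the libraries without a transgene UMI. There Glul was at -1.42 and the UCE sum at 1.38 under the label CD oncogene, and at -1.26 and 2.17 under LPD control. The split at resolution 2 therefore does not separate oncogene-expressing from zone 3 nuclei.

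The diet contrast was made over the 4 pairs of an LPD with a CD library, so that it does not rest on the injection label of 1 library. 2 libraries separate completely from 2 others by chance for 1 gene in 3. The median of all 7238 genes was between 0.13 and 0.25 (log2) in the 4 pairs, and the percentiles of the lists are relative to random lists that share this shift. The amino acid deprivation response list was higher in LPD in all 4 pairs, with medians of 0.75 to 1.25, at the 100th percentile in each. The glycolysis and gluconeogenesis list (0.76 to 0.97) and the ribosomal protein list (0.75 to 0.94) were also at the 100th percentile in each pair. Oxidative phosphorylation (0.37 to 0.54) lay between percentiles 91.4 and 100, and the circadian clock list (0.31 to 1.39) between 91.0 and 100. The P450 list was lower in all 4 pairs (-0.63 to -0.08, percentiles 0 to 0.55). Fatty acid synthesis (0.12 to 0.75) ranged from percentile 45.8 to 100 and insulin response (0.15 to 0.54) from 41.5 to 99.97, so that in some pairs these did not differ from random lists. Fatty acid oxidation (0.07 to 0.32) lay between percentiles 14.9 and 95.9 and did not differ from random lists in any pair. The alternative that moved a list most was the limit of 0.2% mitochondrial UMIs, which brought the mean over pairs of the Wnt target list from 0.09 to -0.51. It left 67 hepatocyte nuclei in the library labelled CD control. The lists of cholesterol synthesis (-1.12 to 0.68), amino acid catabolism (-0.67 to 0.23), Wnt target (-0.23 to 0.45), pyrimidine synthesis (-0.12 to 0.31) and acute phase (-0.48 to 1.02) had no common sign. In nuclei of other cell types, the amino acid deprivation response list was also higher in all 4 pairs (0.67 to 0.92, percentiles 95.7 to 100) and the P450 list also lower (-0.84 to -0.24, percentile 0), although these nuclei also hold hepatocyte RNA.

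**Figure D5:**
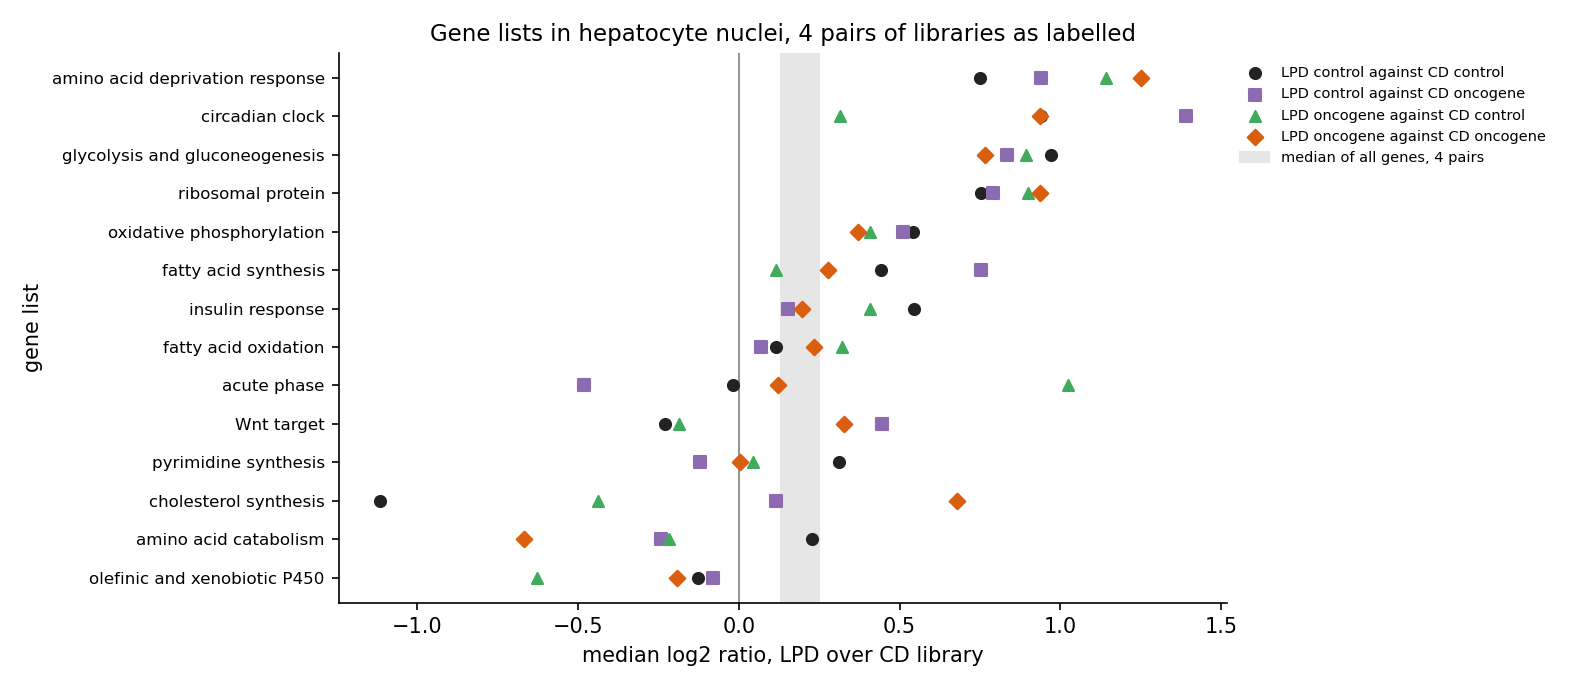
Median log2 ratio of LPD over CD in hepatocyte nuclei for the 14 gene lists, 1 point for each of the 4 pairs of libraries as labelled. The grey band spans the median of all genes over the 4 pairs, 0.13 to 0.25; the amino acid deprivation, glycolysis and ribosomal protein lists lie to its right in all 4 pairs.

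By the fixed rule, the 5 genes highest in LPD were Cux2 (ENSMUSG00000042589, chromosome 5, 121856366 to 122050102), Rgs16 (ENSMUSG00000026475, chromosome 1, 153740349 to 153745468), Lepr (ENSMUSG00000057722, chromosome 4, 101717404 to 101815352), Rad51b (ENSMUSG00000059060, chromosome 12, 79297282 to 79814690) and Cyp39a1 (ENSMUSG00000023963, chromosome 17, 43667425 to 43751431). Their smallest log2 ratios over the 4 pairs were 4.69, 4.51, 3.62, 3.59 and 2.90. Lowest were AY036118 (-5.88; ENSMUSG00000105361, chromosome 17, 39847113 to 39848035, annotated as lincRNA), Gm12718 (-3.95), Selenbp2 (-3.56; ENSMUSG00000068877, chromosome 3, 94693556 to 94704413), Gm3839 (-3.51; ENSMUSG00000097148, chromosome 14, 11280735 to 11356726) and Cyp4a12b (-2.98; ENSMUSG00000078597, chromosome 4, 115411624 to 115439034). Selenbp2 and Cyp4a12b have close paralogs, and their counts are uncertain where reads are shared. With a pseudocount of 1 CPM, 4 of the 5 higher and 5 of the 5 lower genes were the same. In pericentral-like nuclei alone, the amino acid deprivation response (0.34 to 0.94), glycolysis and gluconeogenesis (0.53 to 0.85) and ribosomal protein lists (0.68 to 1.06) were again higher in all 4 pairs. The lower P450 list held less well within hepatocyte groups: it was at -0.61 to -0.01 in pericentral-like nuclei (percentiles up to 15.3) and at -0.65 to 0.05 in the other named clusters (percentiles up to 9.56).

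Proliferation was examined in a pair of ways. A cluster of 241 nuclei with all 8 proliferation genes raised, led by Diaph3, Top2a and Knl1, formed a class of its own before the hepatocytes were counted. It made up 0.456% (0.334 to 0.607) of nuclei under the label CD control, 0.417% (0.310 to 0.547) under CD oncogene, 0.5001% (0.369 to 0.663) under LPD control and 0.980% (0.795 to 1.20) under LPD oncogene. Clustering without correction for library moved the LPD values most, to 0.113% and 0.341%. The CD values were then 0.354% and 0.358%, so the share under the label LPD oncogene was no longer the highest. In that clustering a Kupffer-like cluster of 1282 nuclei had 6 of the 8 proliferation genes raised. The proliferating cluster held 125 nuclei with no other class raised. Proliferating Kupffer-like nuclei can thus have been counted as Kupffer-like there, so these shares are not of the same set. The share under the label LPD oncogene stayed the highest, at 0.911%, with the highest 8% of Scrublet scores removed. The cluster of 241 nuclei had 79.5% of the hepatocyte marker level and 7 Kupffer markers raised. Its nuclei are therefore not assigned to either cell type. With the highest 8% of Scrublet scores removed, the proliferating nuclei formed a cluster of 125 and one of 67. The first had 86.0% of the hepatocyte marker level and no other class raised. The second had 13.6% of that level and 7 Kupffer markers raised, so the class can be a mixture of cell types. The cluster of 241 nuclei had been set apart. The count among the remaining hepatocyte nuclei therefore leaves out the clearest proliferating ones and is no measure of hepatocyte proliferation. Nuclei there with at least 2 of the 8 genes after thinning to 1000 UMIs numbered 2 of 7368 (0.0271%, 0.00329 to 0.0980) under the label CD control and 6 of 9143 (0.0656%, 0.0241 to 0.143) under CD oncogene. Under LPD control they numbered 3 of 7224 (0.0415%, 0.00856 to 0.121) and under LPD oncogene 3 of 6375 (0.0471%, 0.00971 to 0.137). Without thinning the shares were 0.251%, 0.498%, 0.0774% and 0.220%.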

Values the study reported

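For the single-nucleus experiment the study counted 42,277 nuclei in all. It gave 12,413 for the CD-vector control, 10,225 for CD c-MET/β-cat, 9707 for the LPD-vector control and 9932 for LPD c-MET/β-cat. The study distinguished 12 cell populations and put hepatocytes at around 77% of the cells.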

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

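The tests of exchanged labels, of reads from another library and of mouse reads were chosen after the results were seen. The cell names and sets used here were rebuilt from the deposited counts and are not those of the study.

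Oncogene against control went in opposite directions in the 2 diets, beyond counting error in each, for 13 gene results and 5 shares. The difference between the diets, LPD minus CD, in the log2 ratio of oncogene over control was -1.53 for the UCE sum, -1.36 for Cps1, -2.17 for Otc, -1.82 for Ass1, -2.85 for Asl and -1.57 for Arg1. It was 2.92 for Glul, 0.69 for Cyp2e1 and 0.97 for Lgr5, and -5.12 for Pck1, -0.88 for Cyp2f2, -2.71 for Hal and -2.36 for Igfbp2. In percentage points of nuclei, the same difference was 3.80 for B-like, -1.30 for cholangiocyte or progenitor-like, 5.09 for sinusoidal endothelial-like and -3.10 for stellate-like nuclei. For the share of hepatocyte nuclei with a transgene UMI it was 1.17. These differences were not tested, because each group has 1 library. The pericentral-like share is not among them but also went in opposite directions. From control to oncogene label it went from 9.43% to 4.98% on CD and from 5.88% to 6.71% on LPD. On LPD the intervals overlap (5.37 to 6.43 and 6.13 to 7.33). Placing each nucleus by its own markers gave 46.1% and 21.9% on CD, and 23.6% and 34.99% on LPD.

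The transgenes place the problem in the CD pair. At the rate of the library labelled CD control, 116 transgene UMIs were expected in the library labelled CD oncogene, where 0 were counted. The partner was thus out of place too, which an exchange of the labels of the CD libraries predicts. The Wnt target list, which β-catenin activates, had a median log2 ratio of -0.77 for the label CD oncogene over CD control, at percentile 0 of random lists, and of 0.12 on LPD, at percentile 95.1. If the CD labels are exchanged, the ratios of the UCE sum and Glul on CD keep their size and change sign, and then have the sign seen on LPD. An exchange is a candidate explanation for the opposite directions of these genes. It does not bring every gene into the same direction: Axin2 (-1.95 on CD and -0.73 on LPD) and Cyp1a2 (-2.03 and -0.53) were lower under the oncogene label in both diets, and would go in opposite directions after an exchange.

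Other technical sources were examined. No other library could have supplied the transgene UMIs: the highest transgene CPM of another library was 13.7% of that of the library labelled CD control. Mouse Met and Ctnnb1 reads counted at the human features are argued against as well, since the library labelled CD oncogene held 137% of the mouse Met and Ctnnb1 CPM of the library labelled CD control and no transgene UMI. Scaling did not remove the difference, with 1.19 on CD and -0.50 on LPD for the UCE sum under TMM factors.

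The barcode counts point the same way. The library labelled CD control was deposited with 11063 barcodes, of which 10397 were kept. Even before filtering, this is lower than the value quoted from the study above for the CD-vector control, and after filtering it is slightly higher than the one for CD c-MET/β-cat. The library labelled CD oncogene, with 13014 barcodes deposited and 12552 kept, was the only one of the 4 with enough barcodes for the CD-vector control. After doublet clusters were removed here, 10097 nuclei were left under the label CD control and 12242 under CD oncogene. Under LPD control 9598 were left, and 9795 under LPD oncogene. The LPD counts lie slightly below the study's values for their own labels. The CD counts lie slightly below the study's values only when the CD labels are exchanged. Both labels thus cross over, provided that the deposited barcodes are those the study counted. This argues against the CD labels as deposited, and against a single wrong label or a failed injection under the label CD oncogene. How much of each difference belongs to the individual mouse stays open.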

How the results depend on the processing

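The removal of high Scrublet scores, resolution 2, the comparisons within pericentral-like and within other hepatocyte nuclei and the limits of 0.2% and 1% mitochondrial UMIs were chosen after the data had been seen. Values of the main analysis stand in parentheses, and where no cause is given the cause was not tested. No paired analysis was possible because each group has 1 library, and for the same reason leaving out a library was not possible. Removal of doublets by Scrublet's automatic calls gave no value because the threshold failed. The transgene-rich against pericentral-like comparison gave no value with the main clusters or with the read-out genes kept. It also gave none with the stricter filter of nuclei, the removal of high Scrublet scores or resolution 0.5. In each of these settings, every pericentral-like cluster was also transgene-rich.

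The stricter filter of nuclei moved the transgene share of the library labelled CD control to 1.42% (1.08%). The hepatocyte share became 77.1% (78.9%) under the label CD control, 76.6% (78.8%) under CD oncogene, 83.2% (80.8%) under LPD control and 73.2% (69.7%) under LPD oncogene. The pericentral-like share became 20.1% (9.43%), 8.69% (4.98%), 9.16% (5.88%) and 10.3% (6.71%) in the same order. Oncogene over control on CD became 1.16 (1.05) for the UCE sum and -2.70 (-2.35) for Glul. Positive over negative nuclei became 2.00 (2.55) for Glul, and the ribosomal protein list 1.05 (0.84). Of the other results, 33 moved and 44 stayed.

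Removal of the nuclei with the highest 8% of Scrublet scores gave hepatocyte shares of 79.7% (78.9%) under the label CD control and 79.5% (78.8%) under CD oncogene. Pericentral-like shares became 11.1%, 6.11%, 7.74% and 8.90%. Positive over negative nuclei became -2.50 (-2.23) for the UCE sum and 2.66 (2.55) for Glul. Of the other results, 10 moved and 67 stayed.

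Clustering without correction for library gave a hepatocyte share of 73.9% (78.8%) under the label CD oncogene, pericentral-like shares of 23.7%, 0.0207%, 3.999% and 0%, and 87.2% (69.8%) of positive nuclei in 1 cluster. Of the other results, 17 moved and 19 stayed. At resolution 0.8 the hepatocyte share under the label CD oncogene was 79.8%. At resolution 0.5 the pericentral-like shares were 8.12%, 2.72%, 3.12% and 4.10%. At resolution 2 they became 12.3% (9.43%) under the label CD control, 5.59% (4.98%) under CD oncogene and 7.62% (6.71%) under LPD oncogene, and 55.8% (69.8%) of positive nuclei lay in 1 cluster. The transgene-rich over pericentral-like ratio changed sign there, to 0.63 (-1.24) for the UCE sum and -0.31 (1.82) for Glul. These are ratios between other sets of nuclei, because the clusters differ. With the read-out genes kept, pericentral-like shares were 4.13% (4.98%) under the label CD oncogene, 4.44% (5.88%) under LPD control and 5.89% (6.71%) under LPD oncogene. Placing each nucleus by its own markers gave 46.1%, 21.9%, 23.6% and 34.99%.

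With at least 2 transgene UMIs, the transgene share was 0.113% (1.08%) under the label CD control and 0 (0.0879%) under LPD oncogene, which follows from the higher threshold. Positive over negative nuclei became -3.44 (-2.23) for the UCE sum and 2.73 (2.55) for Glul, on fewer than 10 positive nuclei. Human CTNNB1 alone gave 0.829% under the label CD control. Human MET alone gave 0.276% there and 0.0293% under LPD oncogene. Thinning to 1000 UMIs gave 0.244% and 0 for these libraries, as fewer UMIs were left to hold a transgene. It also moved oncogene over control on CD to 1.00 (1.05) for the UCE sum and -2.20 (-2.35) for Glul, and positive over negative nuclei to 2.47 (2.55) for Glul.

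Within pericentral-like nuclei only, positive over negative nuclei became -0.0933 (-2.23) for the UCE sum and 0.0832 (2.55) for Glul, and the sign changed for Otc, to 0.0418 (-1.36), Lgr5, to -0.13 (2.11), and Axin2, to -0.10 (2.13). Each of these 3 intervals spans 0. Within other hepatocyte nuclei only, the ratios were -1.38 for the UCE sum and 3.71 for Glul, on 26 positive nuclei. The cluster is defined by zone 3 expression, which the oncogenes could themselves raise, and its negative nuclei could express the oncogenes without a captured UMI. Whether the main ratios reflect zone or the oncogenes therefore stays open.

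TMM factors moved oncogene over control to 1.19 (1.05) for the UCE sum and -2.21 (-2.35) for Glul on CD, and to -0.50 (-0.49) for the UCE sum on LPD. They changed the sign of Arg1 in LPD over CD oncogene, to -0.0767 (0.19), because TMM removes the shift between the libraries. Positive over negative nuclei became 2.47 (2.55) for Glul. The transgene-rich over pericentral-like ratio became -1.38 (-1.24) for the UCE sum and 1.68 (1.82) for Glul. Of the diet lists, fatty acid oxidation became 0.00224 (0.18), insulin response 0.14 (0.33), glycolysis 0.68 (0.87), pyrimidine synthesis -0.13 (0.06), ribosomal protein 0.69 (0.84) and oxidative phosphorylation 0.29 (0.46). Of the other results, 20 moved and 16 stayed. CPM without mitochondrial and the 50 most abundant genes gave 1.03 (1.05) for the UCE sum on CD, 0.0495 (0.18) for fatty acid oxidation, 0.68 (0.87) for glycolysis, 0.74 (0.84) for ribosomal protein and 0.34 (0.46) for oxidative phosphorylation. The mean of each nucleus's own CPM gave 0.49 (0.58) for Glul on LPD, and -2.06 (-2.23) for the UCE sum and 2.40 (2.55) for Glul in positive over negative nuclei.

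In nuclei with at most 0.2% mitochondrial UMIs, fatty acid oxidation changed sign to -0.0435 (0.18), and Wnt target became -0.51 (0.09), ribosomal protein 1.22 (0.84) and oxidative phosphorylation 0.58 (0.46). This left 67 nuclei under the label CD control. With at most 1%, fatty acid oxidation was 0.0543 and ribosomal protein 1.06. A minimum of 5 CPM for list genes moved none of the 14 lists.

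Proliferating nuclei without thinning made up 0.251% (0.0271%) under the label CD control, 0.498% (0.0656%) under CD oncogene and 0.220% (0.0471%) under LPD oncogene, since deeper nuclei show more genes. Thinned to 500 UMIs, they were 0.0104% under CD oncogene, 0 under LPD control and 0 under LPD oncogene. With at least 3 genes required, the share was 0 in each of the libraries labelled CD control, CD oncogene, LPD control and LPD oncogene.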

Other observations

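The tests of clock phases, of AY036118, of nuclei with at most 1% mitochondrial UMIs and of Meg3 by position and cell type were chosen after the results were seen.

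Clock genes differed between the libraries. Arntl was at 64.6, 212, 30.4 and 31.3 CPM in hepatocytes in the order CD control, CD oncogene, LPD control and LPD oncogene as labelled, and Dbp at 15.8, 0.385, 70.8 and 23.2 CPM. Between the CD libraries, the median log2 ratio of 4 genes of the Arntl phase exceeded that of 4 genes of the Dbp phase by 3.74. Genes of both phases would move together with scaling, depth or free RNA, so this is argued against. Other cell types showed the same division, with 0.84 for the Arntl phase and -1.27 for the Dbp phase, although these nuclei also hold hepatocyte RNA. Different times of death or feeding are a candidate explanation. The study's methods give a fixed time and a fast for mouse experiments in general, but the sample labels carry no time, and this was not tested. It bears on the diet contrast of the clock list and on the metabolic genes that follow the clock.

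AY036118 was far lower in the LPD libraries, at 19.6 and 29.6 CPM in hepatocytes against 2038 and 3220 CPM in the CD libraries. A batch difference that acts on all cell types predicts the same in other nuclei, where the log2 ratio closest to 0 over the 4 pairs was -7.51. Gm42418 was also lower in LPD, at 8410 and 7288 CPM in hepatocytes against 30267 and 45349 CPM in the CD libraries. In other nuclei it was at 5308 and 5257 CPM against 67560 and 110024 CPM. Such amounts bear on the CPM of all genes. Without mitochondrial and the 50 most abundant genes, the median LPD over CD ratio was 0.11 for the oncogene and 0.02 for the control labels. Batch and diet coincide in these libraries, so a batch difference is likely but cannot be separated from diet. Together with depth and mitochondrial share, this places a technical difference beside every diet contrast here.

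The ribosomal protein list was higher in LPD. It was higher in other cell types as well, in all 4 pairs, with a lowest median of 0.38, which a batch difference acting on all cell types predicts. Mitochondria-rich nuclei in the CD libraries are argued against, because the mean over pairs in nuclei with at most 1% mitochondrial UMIs was 1.06. The glycolysis and gluconeogenesis list, higher in LPD hepatocytes, went from -0.14 to 0.72 in other cell types and was higher in 2 of 4 pairs. The absence of a common sign had been set beforehand to count against a batch difference. That reading was dropped after the result was seen, because the pairs went both ways and hepatocyte RNA in these nuclei differed between the diets, so a batch difference stays open. The amino acid deprivation response list (0.67 to 0.92) was higher in other cell types in all 4 pairs and P450 (-0.84 to -0.24) was lower, as in hepatocytes, and a batch difference stays open for these too. The lists of circadian clock, insulin response and oxidative phosphorylation did not stand out there from the shift of all genes in all pairs, with lowest percentiles of 12.2, 4.22 and 12.3. In the order CD control, CD oncogene, LPD control and LPD oncogene, Alb was at 6872, 5156, 3465 and 3577 CPM in other nuclei and at 7478, 4282, 5118 and 6389 CPM in hepatocytes. The lower amount of hepatocyte RNA in the other nuclei of the LPD libraries could by itself lower the P450 list there. A difference limited to hepatocytes, by diet, feeding or the handling of the tissue, stays open.

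Meg3, Rian and Mirg, neighbouring genes on chromosome 12, were high in pericentral-like nuclei of the library labelled CD control. Meg3 was at 543 CPM there and at most at 44.9 CPM in pericentral-like nuclei of another library, so pericentral position alone is argued against. RNA from other cell types is argued against as well, since those held 65.2 CPM of Meg3 in that library. Within its pericentral-like nuclei, the summed genes had a log2 ratio of -0.89 in nuclei with over nuclei without a transgene UMI. Over all hepatocyte nuclei of that library the ratio had the opposite sign, 1.59 (1.41 to 1.77), where most positive nuclei are pericentral-like and most negative ones are not. This does not settle an effect of the transgenes: 2 of the positive nuclei held 123 of their 273 UMIs, and 20 of 60 positive nuclei (33.3%, 21.7 to 46.7) against 320 of 691 negative ones (46.3%, 42.5 to 50.1) had any. Nuclei without a captured transgene UMI could still express the oncogenes, and this stays open.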
